A study of Drosophila melanogaster with 23 samples. Its data were reported in "HP1 drives de novo 3D genome reorganization in early Drosophila embryos" (2021).

How the data were processed

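Hi-C measures how often pairs of DNA segments lie close enough in the nucleus to be crosslinked, digested with a restriction enzyme (here DpnII) and ligated to each other. Libraries were made from hand-sorted *Drosophila melanogaster* embryos at zygotic genome activation and from S2 cells, a cultured *Drosophila* line. The 23 libraries fall into 7 groups. Embryos came from control mothers (7 libraries), from mothers expressing a short hairpin RNA that partly depletes heterochromatin protein 1 (HP1-KD, 5 libraries), from mothers that also expressed a hairpin-resistant HP1 (HP1-rescue, 3 libraries), and from mothers expressing histone H3 with lysine 9 replaced by methionine (H3K9M, 2 libraries). S2 cells were treated with a control double-stranded RNA or with 1 of 2 double-stranded RNAs against HP1 (dsRNA 1 and dsRNA 2), with 2 libraries per group.

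The authors pooled libraries by group and deposited 1 contact map per group, so 7 maps were analysed and no replicate values were used. The deposited signal is the contact value of each pair of 10-kb bins after iterative correction, which gives every bin the same total, and the values of each map sum to 50000000. The aligner and the read filters were not stated in the labels. A note in the name of the deposited HP1-KD map can be read as leaving some libraries out of its pool, while the paper describes a pool of as many HP1-KD libraries as were deposited, and the S2 control map was assigned to its group from its name. Chromosome lengths in the bin table were equal to those of the dm6 reference for 2L, 2R, 3L, 3R, X, 4 and Y, and coordinates are 1-based dm6 positions.

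Iterative correction multiplies the number of contacts of a pair by 1 factor per bin. These factors were solved from pairs on different chromosomes, most of which hold a single contact, and whole contacts were recovered. In each of the 7 maps 100% of the values under 20 contacts came out whole within 0.02. On the 5 long arms and chromosome 4 the maps held 300155519 contacts (control), 187160163 (HP1-KD), 75631706 (HP1-rescue) and 63797795 (H3K9M) for embryos, and 35188121, 46528678 and 54720246 for S2 control, dsRNA 1 and dsRNA 2. The recovery of contacts, the partition, the exponent, compartment strength, boundary positions and arm alignment were also tested on simulated data and returned values close to those simulated. For compartment strength the simulated compartments themselves ranked the bins, so the eigenvector and the setting of its sign were not tested. Switching, insulation depth and pericentromeric contacts were not tested in this way either.

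Of 13256 bins on arms 2L, 2R, 3L, 3R and X, 13151 had contacts in every map and were used. Pericentromeric regions were defined from the reference as the run of 100-kb windows from the centromere-proximal end in which a running 500-kb mean of repeat-masked or unknown bases was 30% or more, and 1541 used bins fell in them. They were 22200001 to 23513712 on 2L, 1 to 4800000 on 2R, 23000001 to 28110227 on 3L, 1 to 4200000 on 3R and 23000001 to 23542271 on X.

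The following measures were computed from the deposited values. The contact partition is the share of contacts within an arm, between the arms of chromosome 2 or 3, and between chromosomes, without pericentromeric bins. Pericentromeric contacts are the mean contact per bin pair, each map scaled to the same total, expressed as the log2 ratio to control. The scaling exponent is the slope of log10 mean contact on log10 distance between 100 kb and 1 Mb. For compartments, the first eigenvector of the correlation of the observed over expected map of each arm was taken at 10 kb in the control map, and its sign was set so that the A side had the higher gene density. Compartment strength is the mean observed over expected contact at 500 kb or more between the 20% lowest bins (B/B), the 20% highest (A/A), and across (A/B). Compartment switching is the share of bins with opposite eigenvector signs in 2 maps. TAD insulation is the depth of the log2 contact in a 100-kb diamond at control boundaries, which are minima with a prominence of 0.2 or more, relative to positions 100 kb to either side. Arm alignment is the mean contact between bins of 2 arms whose distances from the pericentromeric border differ by less than 1 Mb, over that of bins whose distances differ by 5 Mb or more. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

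Each map was compared with the control of its own cell source. As every group is 1 pooled map, no test was made. The range over the 5 arms, or over the 10 pairs of arms for alignment, is given as a description of how uniform a difference was along the genome, and arms are not replicates. For shares of whole contacts, 95% Wilson intervals are given, which cover counting error only. Alternatives fixed before the data were examined were equal depth, no balancing, leaving out each arm or the 10% of bins with the fewest entries, other borders, distance ranges, bin sizes, bin shares, ranking maps, diamonds and prominences, and a total without contacts under 20 kb. Smoothing of the observed over expected map over 50 kb, and 40-kb bins combined with another ranking map, minimum distance, equal depth or no balancing, were added after the data were seen. The regions named were set by rule beforehand. They are the 3 control boundaries with the largest loss of insulation in HP1-KD that was also a loss against HP1-rescue, and the 2 windows of 1 Mb with the largest gain and the 2 with the largest loss of contact with pericentromeric bins of other arms in HP1-KD, of the same sign in H3K9M. Chromosomes 4 and Y, mitochondrial DNA and unplaced contigs were left out of the comparisons.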

Results

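The main question was how HP1 and histone H3 lysine 9 methylation shape the genome when its folding is first set up. Pooled Hi-C maps of control, HP1-KD, HP1-rescue and H3K9M embryos at zygotic genome activation were compared for this. The 3 maps of S2 cells addressed another question, whether HP1 is needed to maintain folding in a differentiated cell line. Each group is a single pooled map, so no value below has a replicate error, and a difference could not be set against the spread between libraries. Depth differed between maps, from 35188121 contacts in S2 control to 300155519 in control embryos. The share of contacts within a single 10-kb bin was 24.2% in control, 20.8% in HP1-KD, 31.5% in HP1-rescue and 22.9% in H3K9M embryos. In S2 cells it was 33.2% in control, 35.9% in dsRNA 1 and 36.5% in dsRNA 2.

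Contacts were first divided into those within arms, between arms and between chromosomes. In control embryos 91.45% of balanced contacts lay within an arm, 2.78% between the arms of a chromosome and 5.77% between chromosomes. In HP1-KD embryos the share within arms was 92.35%, 0.905 percentage points higher, with all 5 arms between 0.81 and 0.975. The share between chromosomes fell by 0.772 percentage points to 5.00%, and the share between arms of a chromosome fell by 0.133 to 2.65%. HP1-rescue did not return to the control values. Its share within arms was 92.86%, 1.41 percentage points above control, and its share between chromosomes was 4.74%. H3K9M lay closer to control, with 91.85% within arms and 5.49% between chromosomes. Counted as whole contacts without balancing, the share between chromosomes was 5.209% in control (95% Wilson interval 5.206 to 5.211) and 4.481% in HP1-KD (4.478 to 4.484). It was 4.073% in HP1-rescue (4.068 to 4.078) and 4.902% in H3K9M (4.896 to 4.908). The alternative that moved the HP1-KD difference most was leaving contacts under 20 kb out of the total, under which the share between chromosomes fell by 2.17 percentage points. Under it the within-arm share of HP1-KD was 2.86 percentage points above control. The within-arm share of HP1-rescue was then 1.83 above control, between control and HP1-KD. Its shares between arms and between chromosomes lay between control and HP1-KD as well. Whether HP1-rescue lay beyond HP1-KD thus depended on counting these short contacts.

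Contacts of pericentromeric regions were examined next. Between pericentromeric bins of different arms, the mean scaled contact per bin pair was 0.998 in control, 0.775 in HP1-KD, 0.863 in HP1-rescue and 0.816 in H3K9M embryos. The log2 ratio to control was -0.36 in HP1-KD, -0.21 in HP1-rescue and -0.29 in H3K9M. In HP1-KD 4 of 5 arms were lower, and the highest arm was at 0.02. These values rest on 1372353 whole contacts in control, 612120 in HP1-KD, 303228 in HP1-rescue and 239409 in H3K9M. Scaled to the contacts between chromosomes in place of all contacts, the HP1-KD ratio was -0.19 and that of HP1-rescue became 0.04. Contacts of pericentromeric bins with arm bins were higher in HP1-KD, at a log2 ratio of 0.59 with all 5 arms between 0.35 and 0.76. The ratio was 0.37 in H3K9M and 0.10 in HP1-rescue. With the region set to the centromere-proximal 2 Mb of each arm the HP1-KD ratio was 0.18. Among pericentromeric bins of the same arm the contact was 17.67 in control and 17.82 in HP1-KD, a log2 ratio of 0.01 that lies within the range over arms of -0.17 to 0.03. Split by distance, this class was at -0.12 in HP1-KD from 20 to 100 kb and at 0.37 from 500 to 1000 kb. Arm bins at the same distances were at -0.33 and 1.19.

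**Figure D1:**
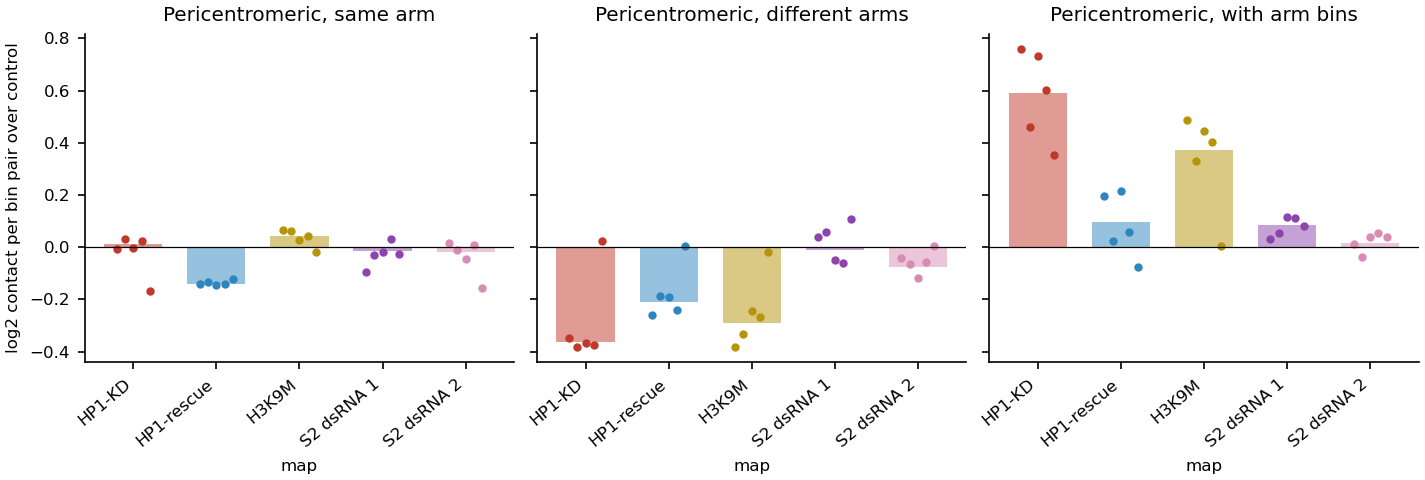
Log2 ratio of the mean contact per bin pair to the control of the same cell source, for pericentromeric bins of the same arm, of different arms, and pericentromeric with arm bins. Bars are the pooled maps and points are the arms, which are not replicates. HP1-KD lies at -0.36 between different arms and at 0.59 with arm bins.

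Along the arms, 1-Mb windows were scored for their contact with pericentromeric bins of other arms. Of 115 windows, 110 were higher in HP1-KD than in control, 108 in H3K9M and 78 in HP1-rescue, all against the same control map. With the proximal 2 Mb of each arm as the region, the pooled pericentromeric contact with other arms of HP1-KD changed from 0.34 to -0.023, and the windows were not scored under that definition. It counts pericentromeric bins of 2R, 3L and 3R beyond 2 Mb as arm bins, and some arm bins of 2L and X as pericentromeric. The value thus mixes in pairs between pericentromeric regions, which were at -0.36, and does not test the gain of arm bins alone. The windows with the largest gain in HP1-KD were 17000001 to 18000000 on 2L (log2 ratio 1.18, and 1.06 in H3K9M), which overlaps 61 protein-coding genes of the annotation, and 6000001 to 7000000 on 3R (1.12, and 0.80 in H3K9M), which overlaps 98. They rest on 16142 and 26701 whole contacts in HP1-KD and on 4987 and 7691 in H3K9M. The largest loss was at 5000001 to 6000000 on 2R (-0.51, and -0.52 in H3K9M), a window with 44 protein-coding genes next to the pericentromeric border. Its contact in control was 0.398, the highest of the 115 windows, against 0.025 and 0.045 in the windows with the largest gain. It is thus not typical of arm windows. The adjoining window from 6000001 to 7000000, with 95 genes, had a ratio of -0.05 in HP1-KD and -0.17 in H3K9M.

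**Figure D2:**
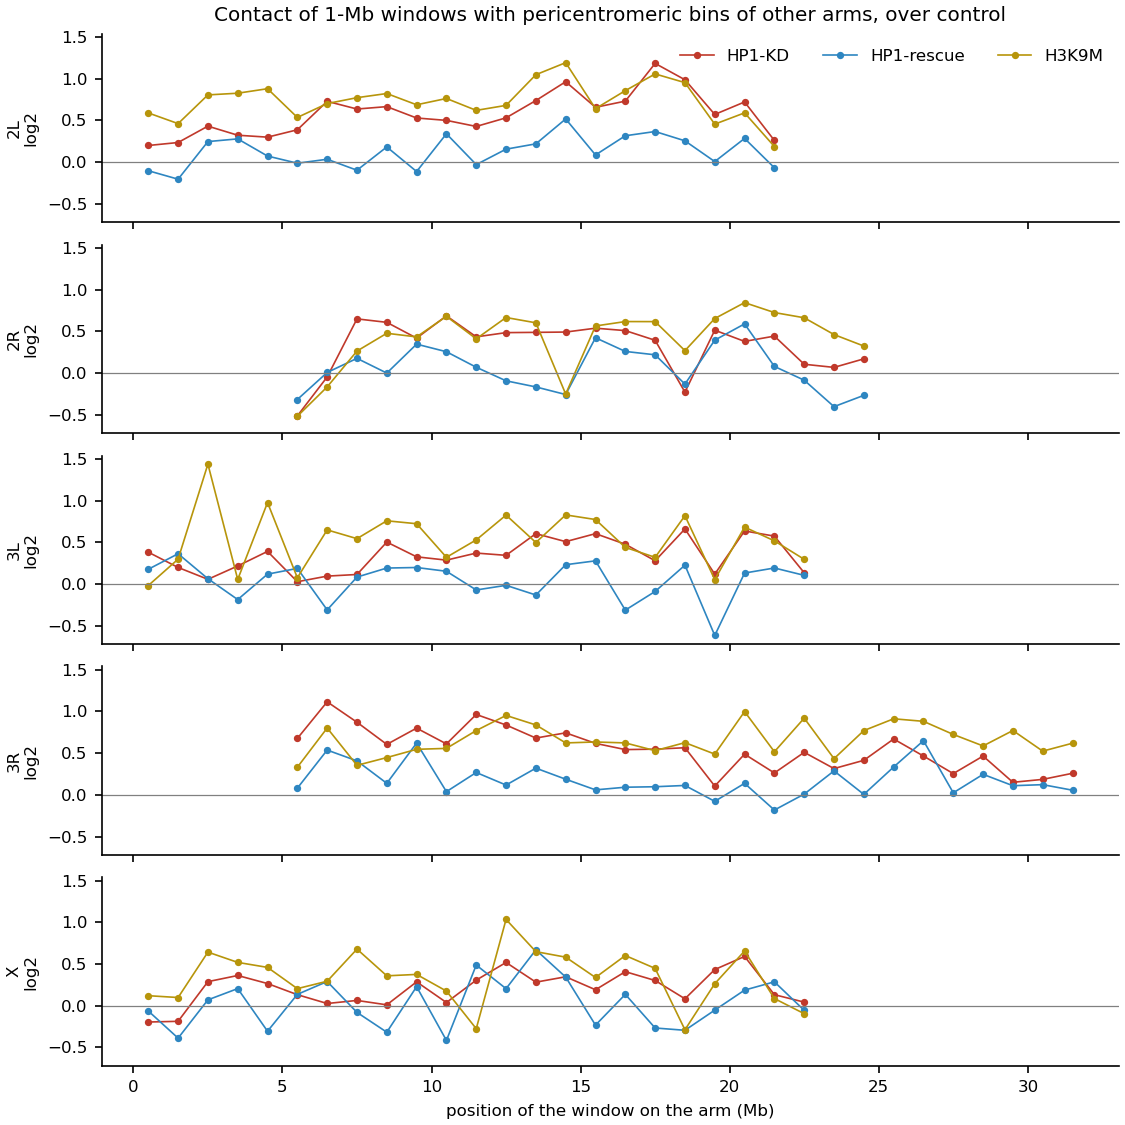
Log2 ratio to control of the contact of each 1-Mb window with pericentromeric bins of other arms, against the position of the window in Mb, for HP1-KD, HP1-rescue and H3K9M embryos. Of 115 windows 110 lie above 0 in HP1-KD and 78 in HP1-rescue.

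Decay of contacts with distance describes how compact an arm is. Between 100 kb and 1 Mb the scaling exponent was -1.506 in control, -1.025 in HP1-KD, -1.218 in HP1-rescue and -1.307 in H3K9M. The difference from control was 0.481 in HP1-KD, with all arms between 0.456 and 0.506, 0.289 in HP1-rescue and 0.199 in H3K9M. This milder decay was limited to part of the distances. Between 1 and 10 Mb the difference in the scaling exponent of HP1-KD and of the other embryo maps changed sign to -0.382 in HP1-KD, -0.251 for the scaling exponent of HP1-rescue and -0.119 in H3K9M, and from 200 kb to 5 Mb it was 0.029 in HP1-KD. The ratio of HP1-KD to control was lowest at 0.03 Mb, at a log2 value of -0.38, and highest at 1.08 Mb, at 1.29 with arms between 1.17 and 1.42. HP1-rescue was also highest at 1.08 Mb, at 0.66. H3K9M stood at 0.50 there and reached 0.53 only at 17.6 Mb.

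**Figure D3:**
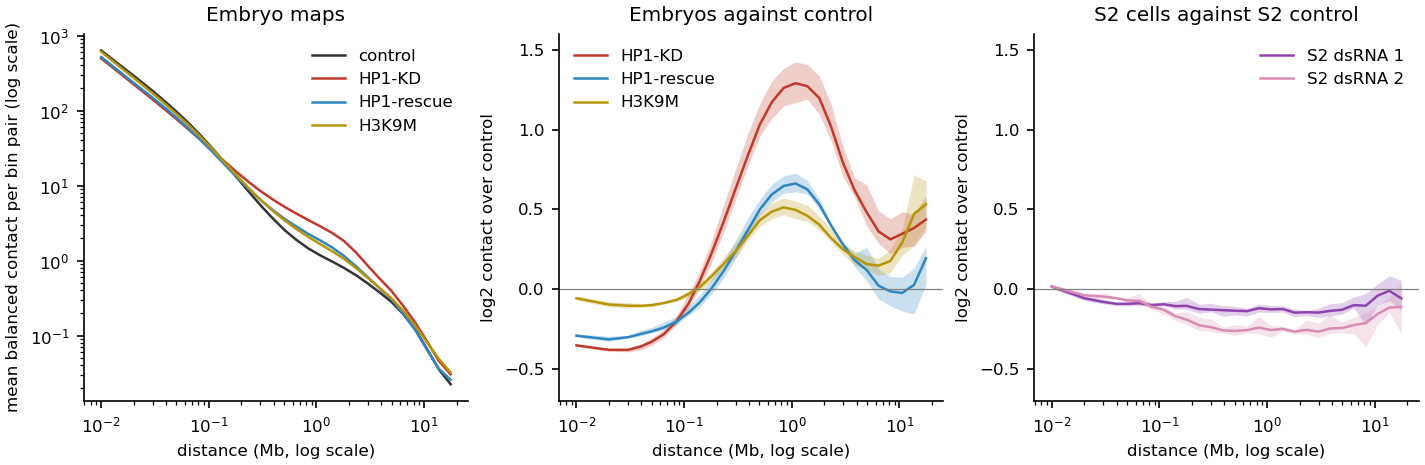
Mean balanced contact per bin pair against distance in Mb in embryo maps (log axes), and log2 ratio to control for embryos and for S2 cells. Lines are means over the 5 arms and shading spans the lowest to the highest arm. HP1-KD peaks at 1.29 at 1.08 Mb, and the S2 maps stay between -0.27 and 0.02 as means over arms.

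Compartments were ranked on the control map. At 10 kb the first eigenvector did not follow gene density on every arm. Its correlation with gene density across bins, which are not independent, was 0.32 on 2L and 3R in control embryos but 0.18 on 2R, 0.12 on 3L and 0.09 on X. In S2 control it was 0.04 on 2L and 0.57 on X. With 40-kb bins the correlations lay between 0.25 and 0.37 in control embryos and between 0.52 and 0.57 in S2 control, and values at 40 kb are therefore given beside the 10-kb values. The B/B of HP1-KD was lower than in control by both, with 1.284 against 1.533 at 10 kb (-16.2%, arms from -26.0 to -0.361) and 1.417 against 1.742 at 40 kb (-18.7%, arms from -25.7 to -11.6). Ranked by the control of the other cell source the 10-kb change was 0.785%. That ranking cannot decide, as under it the B/B of control embryos was 1.044, against 1.533 when control embryos ranked the bins. The B/B of HP1-rescue was higher than control, by 4.53% for 10 kb and 6.94% for 40 kb, although at 10 kb and equal depth the change was -3.84%, and without balancing it was -3.93% and -1.09%. The B/B of H3K9M differed by -3.69% and -3.37%. A/A contacts in HP1-KD differed by -1.33% at 10 kb and -1.55% at 40 kb, with arms on both sides of 0. The A/B of HP1-KD rose by 12.9% and 11.9%, and by 0.548% at 10 kb when HP1-KD ranked the bins. The share of bins with opposite eigenvector signs at 10 kb was 25.2% in HP1-KD, 41.8% in HP1-rescue and 42.7% in H3K9M. The sign was set by gene density, and the correlation with it on X was 0.02, 0.03 and 0.06 in these maps. Shares on X were 22.5%, 73.1% and 75.3%. On 3R, with correlations of 0.28, 0.30 and 0.31, they were 9.58%, 8.00% and 7.18%. The 10-kb shares therefore cannot be read as bins that changed compartment. At 40 kb the share was 12.6%, 8.53% and 9.67%, with eigenvector correlations of 0.901, 0.942 and 0.939 to control across bins.

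**Figure D4:**
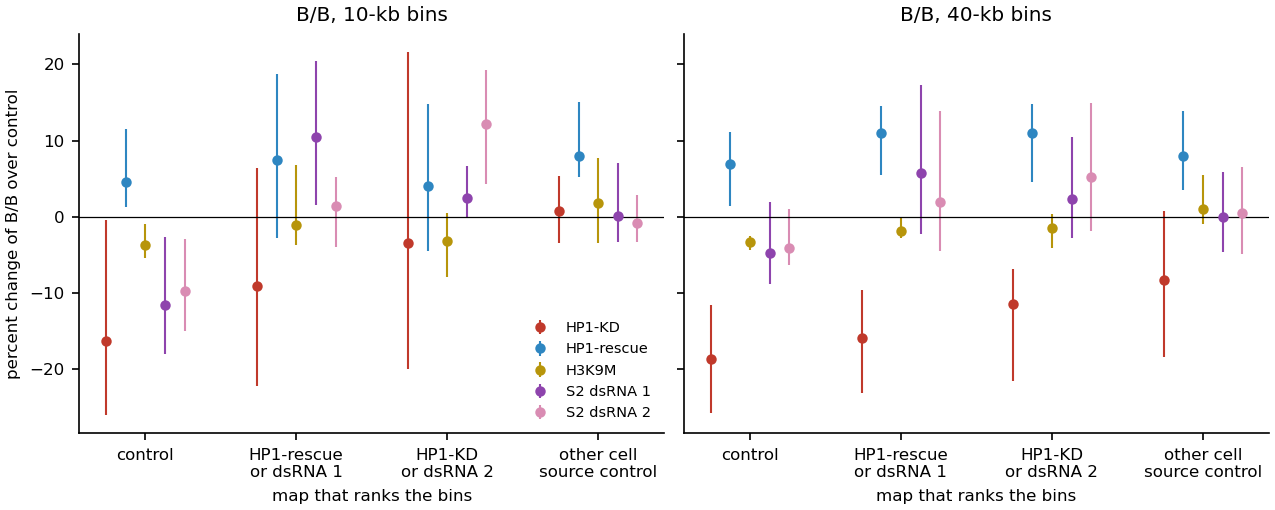
Percent change of B/B contacts against the control of the same cell source at 10 kb and 40 kb, by the map that ranked the bins. Points are pooled maps and lines span the lowest to the highest arm. At 40 kb the B/B of HP1-KD lies between -18.7% and -8.23%, and the sign of both S2 maps depends on the ranking map.

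TAD insulation at 740 control boundaries had a mean depth of 0.774 in control, 0.412 in HP1-KD, 0.629 in HP1-rescue and 0.641 in H3K9M. The difference from control was -0.362 in HP1-KD (arms from -0.383 to -0.348), -0.145 in HP1-rescue and -0.132 in H3K9M. Of 732 boundaries with values in all 4 maps, 665 were shallower in HP1-KD, 630 in HP1-rescue and 600 in H3K9M. The alternative that moved the TAD insulation of HP1-KD most was no balancing, under which the difference was -0.262. The boundary with the largest loss was at 13660001 to 13670000 on 3R, where the depth was 2.60 in control, 1.27 in HP1-KD and 1.99 in HP1-rescue. It contains the gene *B52* and overlaps *Hrb87F* and *Task6*. The next was at 19570001 to 19580000 on 2L, over *spi*, *msb1l* and *Pmvk*, with 2.27 in control, 1.11 in HP1-KD and 1.83 in HP1-rescue. Another was at 10660001 to 10670000 on 3L, over *CG32066*, *CG8003*, *Adi1* and *simj*, with 2.16, 1.06 and 1.57.

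Alignment of arms, a mark of the Rabl configuration in which centromeres gather at one side of the nucleus, was 2.584 in control, 2.175 in HP1-KD, 2.474 in HP1-rescue and 2.136 in H3K9M. The change was -15.9% in HP1-KD with 9 of 10 pairs of arms lower, -17.4% in H3K9M with 8 of 10 and -4.29% in HP1-rescue with 6 of 10. In HP1-KD the alternative that moved it most was the use of pairs of arms of one chromosome only, for which the arm alignment of HP1-KD changed by -20.1%.

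In S2 cells the knockdown maps differed from S2 control by less than HP1-KD embryos differed from theirs in most measures. The share between chromosomes was 5.22% in S2 control, 5.23% in dsRNA 1 and 5.25% in dsRNA 2. Pericentromeric contact between different arms was 0.437, 0.434 and 0.415, and alignment was 1.101, 1.107 and 1.101. The scaling exponent was -1.605, -1.615 and -1.641. TAD insulation moved in opposite directions in the 2 knockdown maps, by -0.030 in dsRNA 1 and by 0.040 in dsRNA 2. The B/B of S2 dsRNA 1 differed from S2 control by -11.6% at 10 kb and by -4.77% at 40 kb, and the B/B of S2 dsRNA 2 by -9.74% and -4.08%. They were 2.44% above control in dsRNA 1 when dsRNA 2 ranked the bins, and 1.36% above control in dsRNA 2 when dsRNA 1 did. Without balancing, contact between pericentromeric regions of different arms was lower in both knockdown maps, at log2 ratios of -0.58 and -0.53, against -0.01 and -0.07 with balancing.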

Values the study reported

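The study reported that B-compartment strength was 20% lower in HP1-KD embryos. By DNA FISH it reported distances between chromosomes around 30% larger in HP1-KD embryos, and volumes of the FISH signals around 10% smaller.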

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

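The tests of depth, of contacts under 20 kb, of a uniform background, of mitochondrial contacts, of arm alignment and of X to autosome contact ends in this part were chosen after the results were seen.

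With the reported processing, knockdown of HP1 moved 3 measures one way in embryos and the other way in both S2 maps. These differences between cell sources were not tested, as each group is 1 map. The scaling exponent changed by 0.481 in HP1-KD embryos, by -0.010 in S2 dsRNA 1 and by -0.037 in S2 dsRNA 2. The share of contacts between chromosomes changed by -0.772, 0.013 and 0.029 percentage points, and pericentromeric contact within an arm by log2 ratios of 0.012, -0.015 and -0.020. All 3 pericentromeric values and the S2 dsRNA 1 share have arms on both sides of 0, so that their sign carries little weight. In S2 dsRNA 2 all 5 arms had the sign of the pooled value for the exponent (-0.044 to -0.031) and for the share (0.022 to 0.046). Without contacts under 20 kb the share between chromosomes of S2 dsRNA 1 rose by 0.622 and the share between chromosomes of S2 dsRNA 2 by 0.837, with all arms higher. Depth is argued against for the exponent. At equal depth its difference was 0.482 in HP1-KD, -0.009 in S2 dsRNA 1 and -0.038 in S2 dsRNA 2. A uniform background of random ligation is also argued against. Control would need 2.53 more contact per bin pair to reach the exponent of HP1-KD, while the mean contact between chromosomes, an upper limit of such background, was 0.0431 in HP1-KD. For the share between chromosomes, the S2 dsRNA 1 difference was -0.015 at equal depth with 4 of 5 arms lower, the direction of HP1-KD. The S2 dsRNA 2 difference was 0.022, with 4 of 5 arms higher. The HP1-KD difference was -0.778 at equal depth and -2.17 without contacts under 20 kb. A lower rate of random ligation as the only change between chromosomes is argued against, as less uniform background would raise arm alignment, which changed by -15.9%. As a part of the fall it cannot be told apart from a change in folding. Contacts between mitochondrial and nuclear DNA gave a rate of 30.1% in control, 12.1% in HP1-KD, 14.7% in HP1-rescue and 36.7% in H3K9M, so it did not follow the share between chromosomes, which was below control in all 3. The rate in control implies 18.5% of contacts between chromosomes, more than the 5.21% observed, so the estimate is void. Cell source, the remaining level of HP1 in each system and differences between preparations stay open, and no biological explanation was tested.

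Chromosomes 4 and Y and mitochondrial DNA, which entered no comparison, took a larger share of contact ends in several maps than in control. Chromosome 4 held 1.19% in HP1-KD, 1.06% in HP1-rescue and 1.15% in H3K9M against 1.03% in control embryos, and 1.04% in S2 dsRNA 2 and 0.948% in S2 dsRNA 1 against 0.948% in S2 control. No explanation of this was tested. Chromosome Y held 0.254% in HP1-KD, 0.242% in HP1-rescue and 0.285% in H3K9M against 0.205% in control. In S2 cells it was lower in both knockdown maps, at 0.879% in dsRNA 1 and 0.897% in dsRNA 2 against 0.980% in control. More male embryos may contribute to the embryo values. The ratio of X to autosome contact ends was 0.693 in HP1-KD, 0.697 in HP1-rescue and 0.666 in H3K9M against 0.718 in control, the direction that more males would give. Whether the size matches depends on how much of X and Y can be mapped, which was not measured, so this cannot be told apart from other sources.

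Mitochondrial DNA held 0.586% of contact ends in HP1-KD, 0.480% in HP1-rescue and 0.318% in H3K9M against 0.248% in control embryos. In S2 cells it held 0.244% in dsRNA 1 and 0.363% in dsRNA 2 against 0.133% in control. Depth is argued against as the cause, since the embryo control is the deepest map of its source and the S2 control the shallowest. A difference between preparations stays open and no biological explanation was tested.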

How the results depend on the processing

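The alternatives that average over 50 kb, or combine 40-kb bins with another ranking map, minimum distance or depth or with no balancing, were chosen after the results were seen, and all others were fixed beforehand. No paired analysis was possible because no test was made and each group is 1 pooled map. A value was taken as moved when it differed from the reported one by 1 SD over the arms, or pairs of arms, or more. This replaces the counting interval, which is far narrower at this depth and under which most alternatives of a share would count as moved, and which slopes and ratios lack. A change of sign is called a reversal only where the reported value exceeds that SD. Of the comparisons under alternatives fixed beforehand, 612 kept their value within this limit, 159 moved and 34 reversed. Under those added later, 59 kept it, 37 moved and 14 reversed. Each sentence below gives the reported difference from control in brackets and then the values that moved or reversed, and unless a sentence says otherwise the cause was not tested.

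Shares of contacts shift by construction when an arm is left out, as fewer pairs of chromosomes remain, and when short contacts leave the total. The within-arm share of HP1-KD (0.905) became 0.767, 0.744, 0.672, 0.629 and 0.716 without 2L, 2R, 3L, 3R and X respectively, 0.819 without balancing and 2.86 without contacts under 20 kb. The within-arm share of HP1-rescue (1.41) became 1.16, 1.09, 1.04, 1.06 and 1.16 without 2L, 2R, 3L, 3R and X respectively, 1.57 without balancing and 1.83 without contacts under 20 kb. The within-arm share of H3K9M (0.397) became 0.326, 0.332, 0.274, 0.285 and 0.334 without 2L, 2R, 3L, 3R and X respectively, 1.08 without contacts under 20 kb and 0.337 with pericentromeric bins kept. The within-arm share of S2 dsRNA 1 (0.00901) became -0.0642 without balancing, -0.790 without contacts under 20 kb and -0.0527 with pericentromeric bins kept. The within-arm share of S2 dsRNA 2 (0.00782) became -0.0705 without balancing and -1.04 without contacts under 20 kb.

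The share between arms of a chromosome of HP1-KD (-0.133) became -0.0512 and -0.0549 without 3L and 3R respectively and -0.687 without contacts under 20 kb. The share between arms of a chromosome of HP1-rescue (-0.376) became -0.274, -0.267, -0.214, -0.229 and -0.481 without 2L, 2R, 3L, 3R and X respectively, -0.437 without balancing and -0.447 without contacts under 20 kb. The share between arms of a chromosome of H3K9M (-0.112) became -0.0729, -0.0686, -0.0748, -0.0792 and -0.142 without 2L, 2R, 3L, 3R and X respectively, -0.0490 without balancing and -0.322 without contacts under 20 kb. The share between arms of a chromosome of S2 dsRNA 1 (-0.0223) became -0.00013 without balancing, 0.168 without contacts under 20 kb and 0.00043 with pericentromeric bins kept. The share between arms of a chromosome of S2 dsRNA 2 (-0.0373) became -0.0147 and -0.0159 without 3L and 3R respectively, -0.00670 without balancing and 0.200 without contacts under 20 kb.

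The change in the share between chromosomes of HP1-KD (-0.772) became -0.643, -0.623, -0.620, -0.574 and -0.541 without 2L, 2R, 3L, 3R and X respectively and -2.17 without contacts under 20 kb. The change in the share between chromosomes of HP1-rescue (-1.04) became -0.820, -0.831, -0.827 and -0.680 without 2R, 3L, 3R and X respectively and -1.38 without contacts under 20 kb. The change in the share between chromosomes of H3K9M (-0.285) became -0.199, -0.206 and -0.191 without 3L, 3R and X respectively and -0.755 without contacts under 20 kb. The change in the share between chromosomes of S2 dsRNA 1 (0.0133) became 0.0644 without balancing, 0.622 without contacts under 20 kb and 0.0522 with pericentromeric bins kept. The change in the share between chromosomes of S2 dsRNA 2 (0.0295) became 0.0166 without X, 0.0772 without balancing, 0.0493 without the 10% of bins with the fewest entries and 0.837 without contacts under 20 kb. In HP1-KD, HP1-rescue and H3K9M the direction of all 3 shares was kept under every alternative run.

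The scaling exponent of HP1-KD (0.481) became 0.435 from 50 to 500 kb, -0.382 from 1 to 10 Mb and 0.0294 from 200 kb to 5 Mb. The scaling exponent of HP1-rescue (0.289) became 0.236 from 50 to 500 kb, -0.251 from 1 to 10 Mb and -0.00027 from 200 kb to 5 Mb. The scaling exponent of H3K9M (0.199) became 0.164 from 50 to 500 kb, -0.119 from 1 to 10 Mb and -0.00676 from 200 kb to 5 Mb. The scaling exponent of S2 dsRNA 1 (-0.0102) became 0.00120 without balancing and 0.0147 from 1 to 10 Mb. The scaling exponent of S2 dsRNA 2 (-0.0366) became -0.0264 without balancing, -0.0693 from 50 to 500 kb, 0.0179 from 1 to 10 Mb and -0.00319 from 200 kb to 5 Mb. Arm alignment moved under no alternative run, and stayed below control in HP1-KD, HP1-rescue and H3K9M under each.

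Contact of pericentromeric bins is given on the log2 scale. The same-arm pericentromeric contact of HP1-KD (0.012) became 0.19 scaled to contacts between chromosomes. The same-arm pericentromeric contact of HP1-rescue (-0.14) became -0.10 without balancing, -0.17 at equal depth, -0.15 without the 10% of bins with the fewest entries and 0.11 scaled to contacts between chromosomes. The same-arm pericentromeric contact of H3K9M (0.045) became 0.10 scaled to contacts between chromosomes. The same-arm pericentromeric contact of S2 dsRNA 1 (-0.015) became -0.45 without balancing. The same-arm pericentromeric contact of S2 dsRNA 2 (-0.020) became -0.37 without balancing. The different-arm pericentromeric contact of HP1-KD (-0.36) became -0.19 scaled to contacts between chromosomes. The different-arm pericentromeric contact of HP1-rescue (-0.21) became 0.043 scaled to contacts between chromosomes. The different-arm pericentromeric contact of S2 dsRNA 1 (-0.0092) became -0.084 without 2R, -0.58 without balancing, -0.14 at equal depth and 0.11 in the proximal 2 Mb. The different-arm pericentromeric contact of S2 dsRNA 2 (-0.074) became -0.0096 without 3L and -0.53 without balancing.

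For contact with arm bins, the proximal 2 Mb leave pericentromeric bins of 2R, 3L and 3R among the arm bins, so those values mix both kinds of bin. The pericentromeric contact with arm bins of HP1-KD (0.59) became 0.78 without 2R, 0.18 in the proximal 2 Mb and 0.77 scaled to contacts between chromosomes. The pericentromeric contact with arm bins of HP1-rescue (0.10) became -0.081 in the proximal 2 Mb and 0.35 scaled to contacts between chromosomes. The pericentromeric contact with arm bins of H3K9M (0.37) became 0.021 in the proximal 2 Mb. The pericentromeric contact with arm bins of S2 dsRNA 1 (0.084) became -0.090 without balancing and 0.043 in the proximal 2 Mb. The pericentromeric contact with arm bins of S2 dsRNA 2 (0.015) became -0.024 without 3R and -0.11 without balancing. Of these, the pericentromeric contact with other arms of HP1-KD (0.34) became -0.023 in the proximal 2 Mb. Of these, the pericentromeric contact with other arms of S2 dsRNA 1 (0.081) became -0.091 without balancing.

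Compartment values are percent changes, and most alternatives that change their sign alter the map that ranks the bins. B/B of HP1-KD (-16.2) became -3.40 ranked by HP1-KD and 0.785 ranked by the other source. B/B of HP1-rescue (4.53) became -9.93 ranked by each map itself, 11.1 at 40 kb ranked by HP1-rescue, 11 at 40 kb ranked by HP1-KD, 10.2 at 40 kb from 3 Mb, -3.93 without balancing, -1.09 at 40 kb without balancing and -3.84 at equal depth. B/B of H3K9M (-3.69) became -1.01 ranked by HP1-rescue, 0.170 ranked by each map itself, 1.79 ranked by the other source, -1.89 at 40 kb ranked by HP1-rescue, -1.44 at 40 kb ranked by HP1-KD, 1.07 at 40 kb ranked by the other source, -1.30 at 40 kb from 3 Mb, -1.22 at 40 kb without balancing and -8.62 at equal depth. B/B of S2 dsRNA 1 (-11.6) became -4.77 at 40 kb, 10.5 ranked by dsRNA 1, 2.44 ranked by dsRNA 2, -1.38 ranked by each map itself, 0.0419 ranked by the other source, -2.07 averaged over 50 kb, 5.76 at 40 kb ranked by dsRNA 1, 2.35 at 40 kb ranked by dsRNA 2, -0.0884 at 40 kb ranked by the other source and -4.40 at 40 kb and equal depth. B/B of S2 dsRNA 2 (-9.74) became -4.08 at 40 kb, 1.35 ranked by dsRNA 1, 12.1 ranked by dsRNA 2, 4.22 ranked by each map itself, -0.774 ranked by the other source, -2.01 averaged over 50 kb, 2.00 at 40 kb ranked by dsRNA 1, 5.22 at 40 kb ranked by dsRNA 2 and 0.533 at 40 kb ranked by the other source.

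The A/A of HP1-KD (-1.33) became 7.45 ranked by HP1-KD, -5.88 ranked by the other source, 1.26 at 40 kb ranked by HP1-KD, -4.35 at 40 kb ranked by the other source, -3.94 with the border moved 1 Mb, 2.02 at 40 kb without balancing and -6.38 at equal depth. The A/A of HP1-rescue (-5.94) became -7.86 with 10% at each end, 1.39 ranked by HP1-rescue, -2.93 ranked by HP1-KD, -5.13 ranked by each map itself, -4.17 at 40 kb ranked by HP1-rescue, -7.06 with the border moved 1 Mb, 0.0508 without balancing, -0.988 at 40 kb without balancing, -7.96 at equal depth and -8.91 at 40 kb and equal depth. The A/A of H3K9M (-1.74) became -0.673 ranked by HP1-rescue, 6.25 ranked by each map itself, -2.80 ranked by the other source, -0.793 at 40 kb ranked by HP1-rescue, -2.93 at 40 kb ranked by the other source, -3.03 with the border moved 1 Mb, -3.31 without balancing, -6.35 at equal depth and -4.25 at 40 kb and equal depth. The A/A of S2 dsRNA 1 (-3.12) became 0.380 ranked by dsRNA 1, -1.2 ranked by dsRNA 2, 3.05 ranked by each map itself, -0.260 ranked by the other source, 0.312 at 40 kb ranked by dsRNA 1, -0.922 at 40 kb ranked by dsRNA 2, -0.840 at 40 kb ranked by the other source, -1.01 at 40 kb from 3 Mb, -0.147 without balancing and 1.58 at 40 kb without balancing. The A/A of S2 dsRNA 2 (-1.31) became 1.64 ranked by dsRNA 1, 3.68 ranked by dsRNA 2, 10.1 ranked by each map itself, 0.825 at 40 kb ranked by dsRNA 1, 1.84 at 40 kb ranked by dsRNA 2, 0.828 without balancing and 1.57 at 40 kb without balancing.

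The A/B of HP1-KD (12.9) became 0.548 ranked by HP1-KD, 1.39 ranked by the other source and 1.4 at 40 kb ranked by HP1-KD. The A/B of HP1-rescue (3.34) became 0.314 at 40 kb, -2.78 ranked by HP1-rescue, -1.32 ranked by HP1-KD, 15.9 ranked by each map itself, -1.36 ranked by the other source, -6.47 at 40 kb ranked by HP1-rescue, -5.08 at 40 kb ranked by HP1-KD, -1.39 at 40 kb ranked by the other source, -1.13 at 40 kb from 3 Mb, 0.277 at 40 kb without balancing and 10.3 at equal depth. The A/B of H3K9M (6.56) became 1.79 ranked by HP1-rescue, 0.372 ranked by the other source, 0.975 at 40 kb ranked by HP1-rescue, -0.178 at 40 kb ranked by HP1-KD, 0.666 at 40 kb ranked by the other source and 12.3 at equal depth. The A/B of S2 dsRNA 1 (7.21) became -4.67 ranked by dsRNA 1 and -3.01 at 40 kb ranked by dsRNA 1. The A/B of S2 dsRNA 2 (5.02) became -1.80 ranked by dsRNA 1, -7.99 ranked by dsRNA 2, -9.86 ranked by each map itself, -2.82 at 40 kb ranked by dsRNA 1, -5.55 at 40 kb ranked by dsRNA 2 and -1.26 at 40 kb ranked by the other source.

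The compartment switching of HP1-rescue (41.8) became 8.53 at 40 kb and 7.72 averaged over 50 kb. The compartment switching of H3K9M (42.7) became 9.67 at 40 kb and 7.53 averaged over 50 kb. The compartment switching of S2 dsRNA 1 (18.6) became 9.74 at 40 kb, 9.08 averaged over 50 kb and 31.6 at equal depth. At 10 kb the eigenvector did not follow gene density on several arms, and most of the switching at 10 kb in HP1-rescue and H3K9M was absent at 40 kb.

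The TAD insulation of HP1-KD (-0.362) became -0.302 with a 50-kb diamond, -0.326 with a 200-kb diamond, -0.319 at prominence 0.1, -0.429 at prominence 0.4 and -0.262 without balancing. The TAD insulation of HP1-rescue (-0.145) became -0.120 with a 50-kb diamond, -0.128 at boundaries of HP1-rescue, -0.131 at prominence 0.1, -0.170 at prominence 0.4 and -0.110 without balancing. The TAD insulation of H3K9M (-0.132) became -0.107 with a 50-kb diamond, -0.114 at prominence 0.1, -0.159 at prominence 0.4 and -0.0958 without balancing. The TAD insulation of S2 dsRNA 1 (-0.0296) became -0.00036 at boundaries of dsRNA 1. The TAD insulation of S2 dsRNA 2 (0.0401) became 0.0712 at boundaries of dsRNA 2. In HP1-KD, HP1-rescue and H3K9M the depth stayed below control under every alternative run. Depth limits the compartment values at 10 kb, as B/B of HP1-rescue changed sign at equal depth with 10-kb bins. With 40-kb bins at equal depth it stayed above control. Equal depth matched the total of contacts, including those within a single bin, so contacts between bins were not matched. Without balancing the B/B of HP1-rescue was below control with both bin sizes.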

Other observations

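The tests of a mixture, of depth, of ranking noise, of a uniform background and of contact ends in this part were chosen after the results were seen.

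HP1-rescue lay between control and HP1-KD in the scaling exponent and in TAD insulation, and outside both in the contact partition when all contacts were counted. A mixture of control-like and HP1-KD-like embryos would put every share between those of the 2 maps. The share between chromosomes in HP1-rescue differed from control by -1.04 percentage points, beyond the HP1-KD difference of -0.772. Without contacts under 20 kb it lay between, as the share between chromosomes of HP1-rescue differed by -1.38 and the share between chromosomes of HP1-KD by -2.17, so the partition does not decide. The B/B of HP1-rescue at 40 kb was also outside both, at 6.94% and in all 5 arms above control. Without balancing it was -1.09% with arms on both sides of 0, so B/B does not decide either. Depth is argued against for the exponent, whose difference from control was 0.290 at equal depth. The HP1-rescue map also had the highest share of contacts within a single bin among embryo maps, at 31.5%. It was 24.2% in control and 20.8% in HP1-KD, so the share in HP1-rescue lay outside both. This argues against a mixture as the only difference between the maps. A mixture combined with a difference between preparations cannot be told apart from other explanations. A difference between preparations, incomplete rescue and the level of the rescue protein stay open as untested explanations.

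The loss of B/B contacts in S2 cells may come from ranking the bins on the control map itself, since bins that look most B-like partly by noise in the control lose contact in any other map. Ranked by dsRNA 2, B/B in dsRNA 1 was 2.44% above control, and ranked by dsRNA 1, B/B in dsRNA 2 was 1.36% above control. As both are HP1 knockdowns, an effect shared by them would give the same outcome, so noise in the ranking cannot be told apart from a shared effect of the knockdown. Ranked by the embryo control, which shares noise with no S2 map, the B/B of S2 dsRNA 1 differed by 0.042% at 10 kb and -0.088% at 40 kb, and the B/B of S2 dsRNA 2 by -0.774% and 0.533%, with arms on both sides of 0. This ranking separates S2 compartments less well, with B/B in S2 control of 1.068 against 1.203 at 10 kb and 1.093 against 1.216 at 40 kb, and arms vary by more than the changes, so the absence of a loss does not decide either. For the B/B of HP1-KD at 40 kb a change of -15.9% was left when HP1-rescue ranked the bins, with all 5 arms between -23.2 and -9.58, so this source of bias does not account for the whole of that loss. Its size did depend on the ranking, at -11.4% with HP1-KD and -8.23% with S2 control, under which 3 of 5 arms were lower. At 10 kb the change ranked by HP1-rescue was -9.03% with only 2 of 5 arms lower. That ranking cannot decide. Its correlation with gene density was 0.03 on 2L, 0.02 on 2R, 0.08 on 3L and 0.03 on X, against 0.30 on 3R.

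Depth is argued against as the cause of the lower TAD insulation in HP1-KD embryos, as the difference from control was -0.362 at equal depth. A uniform background is also argued against, since control would need 30.4 more contact per bin pair to reach the depth of HP1-KD, far above the limit of 0.0431 set by contacts between chromosomes. Differences between preparations of the pooled libraries could not be tested.

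Without balancing, S2 knockdown maps had fewer contacts between pericentromeric regions of different arms, at log2 ratios of -0.58 and -0.53. This is consistent with fewer contact ends from these bins, which fell from 9.69% in S2 control to 7.58% in dsRNA 1 and 7.89% in dsRNA 2. If contacts scaled with the product of the ends, the ratios would be -0.71 and -0.60, and balancing brought them to -0.01 and -0.07. Whether the fall in ends reflects copy number, digestion or the knockdown was not tested. In HP1-KD embryos the ends did not fall, and the ratio implied by them was 0.021 while the unbalanced ratio was -0.48, which argues against this explanation there.

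Outside the pericentromeric regions the gain of contact in HP1-KD was centred on a distance near 1 Mb. From 500 to 1000 kb arm bins gained 1.19 on the log2 scale in HP1-KD and pericentromeric bins 0.37. From 20 to 100 kb both classes were lower, at -0.33 and -0.12.

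Chromosome 4, which was left out of the comparisons, contacted arm bins more in HP1-KD than in control, at a log2 ratio of 0.31, and pericentromeric bins at -0.01. The ratios with arm and pericentromeric bins were -0.12 and -0.25 in HP1-rescue and 0.05 and -0.02 in H3K9M. Against S2 control they were -0.03 and -0.04 in dsRNA 1 and -0.11 and -0.26 in dsRNA 2.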
